# Genomics Analysis of L-DOPA Exposure in *Drosophila sechellia*

**DOI:** 10.1534/g3.119.400552

**Published:** 2019-10-01

**Authors:** Stephen M. Lanno, Ivy Lam, Zachary Drum, Samuel C. Linde, Sara M. Gregory, Serena J. Shimshak, Mariel V. Becker, Kerry E. Brew, Aashli Budhiraja, Eliza A. Carter, Lorencia Chigweshe, Keagan P. Collins, Timothy Earley, Hannah L. Einstein, Angela A. Fan, Sarah S. Goss, Eric R. Hagen, Sarah B. Hutcheon, Timothy T. Kim, Mackenzie A. Mitchell, Nola R. Neri, Sean E. Patterson, Gregory Ransom, Guadalupe J. Sanchez, Bella M. Wiener, Dacheng Zhao, Joseph D. Coolon

**Keywords:** L-DOPA, oogenesis, host specialization, adaptation, RNA-seq, esterase

## Abstract

*Drosophila sechellia* is a dietary specialist fruit fly that evolved from a generalist ancestor to specialize on the toxic fruit of *Morinda citrifolia*. This species pair has been the subject of numerous studies where the goal has largely been to determine the genetic basis of adaptations associated with host specialization. Because one of the most striking features of *M. citrifolia* fruit is the production of toxic volatile compounds that kill insects, most genomic studies in *D. sechellia* to date have focused on gene expression responses to the toxic compounds in its food. In this study, we aim to identify new genes important for host specialization by profiling gene expression response to 3,4-dihydroxyphenylalanine (L-DOPA). Recent work found it to be highly abundant in *M. citrifolia*, critical for reproductive success of *D. sechellia*, and supplementation of diet with the downstream pathway product dopamine can influence toxin resistance phenotypes in related species. Here we used a combination of functional genetics and genomics techniques to identify new genes that are important for *D. sechellia* ecological adaptation to this new niche. We show that L-DOPA exposure can affect toxin resistance phenotypes, identify genes with plastic responses to L-DOPA exposure, and functionally test an identified candidate gene. We found that knock-down of *Esterase 6* (*Est6*) in a heterologous species alters toxin resistance suggesting *Est6* may play an important role in *D. sechellia* host specialization.

In insects, the complex nature of plant-insect interactions, multi-trophic interactions involving predator and prey dynamics, and indirect effects between and among them contribute to adaptations. Most plant-feeding insects are dietary specialists that feed on a small number of closely-related plant species (Price *et al.* 1980; Jaenike 1990; Bernays and Chapman 1994). Often, this specialization is the result of host-specific adaptations due to variation in plant chemistry. However, determining the specific genetic changes that accompany specialization or host shifts remains challenging. *Drosophila sechellia*, a dietary specialist fruit fly endemic to the Seychelles Islands (Tsacas and Bachli 1981), is a well-suited model system for examining questions related to adaptive host specialization. *D. sechellia* has evolved to specialize its feeding, metabolism, oviposition, and development on the toxic fruit of *Morinda citrifolia* (Louis and David 1986; Matute and Ayroles 2014). Its close phylogenetic relationship with the model organism *D. melanogaster* (divergence time ∼3 MYA, Clark *et al.* 2007) and sister species *D. simulans* (divergence time <100 KYA, Schrider *et al.* 2018), both dietary generalists, gives *D. sechellia* exceptional power for dissecting the underlying genetics involved in host specialization and evolved resistance to plant defense compounds. Toxicity of *M. citrifolia* fruit is predominantly due to high levels of the medium chain fatty acid octanoic acid (OA) which *D. sechellia* has evolved resistance to and preference for (Legal *et al.* 1992, 1994; Farine *et al.* 1996). Many studies have investigated the genetic basis of toxin resistance in *D. sechellia* (R’Kha *et al.* 1991; Amlou *et al.* 1998a,b; Jones 1998, 2001; Hungate *et al.* 2013; Huang & Erezyilmaz 2015; Andrade López *et al.* 2017; Lanno *et al.* 2017; Peyser *et al.* 2017; Lanno *et al.* 2019), where most focus solely on the highly abundant and toxic compound OA. However, it is possible that an interaction or synergistic effect of other compounds found in the fruit contributes to both lethality and resistance.

In addition to being toxic to other insects, *M. citrifolia* fruit also contains high levels of 3,4-dihydroxyphenylalanine (L-DOPA), a chemical precursor of dopamine. Tyrosine Hydroxylase (TH), encoded by the pale (*ple*) locus, mediates the conversion of tyrosine to L-DOPA (Nagatsu *et al.* 1964; Budnik and White 1987; Neckameyer and White 1993). Homozygous null alleles of this gene as well as pharmacological inhibition of TH result in embryonic lethality (Neckameyer and White 1993; Neckameyer 1996; Pendleton *et al.* 1996). Alongside TH, a group of genes surrounding the Dopa Decarboxylase (*Ddc*) locus, which catalyzes the decarboxylation of L-DOPA to dopamine, also play an important role in catecholamine metabolism (Wright 1987; Stathakis *et al.* 1995). Of particular interest is Catecholamines up (*Catsup*), a gene within this group that encodes a protein that regulates TH activity that was discovered to contain loss of function mutations in *D. sechellia*, driving this species to become reliant on its obligate host, *M. citrifolia* (Stathakis *et al.* 1999; Lavista-Llanos *et al.* 2014). In contrast to other *Drosophila* species, *D. sechellia* has much lower levels of cellular L-DOPA while still maintaining high levels of dopamine. This is achieved by consuming *M. citrifolia* that produces large amounts of L-DOPA in its fruit. L-DOPA plays several roles in plants, including inhibiting growth of competing plant species, as well as acting as a secondary defense compound in some cases (Soares *et al.* 2014). Lavista-Llanos *et al.* (2014) found that supplementing food with dopamine increased *D. melanogaster* resistance to *M. citrifolia* fruit toxins (Lavista-Llanos *et al.* 2014). However, whether the high levels of L-DOPA naturally co-occurring in *Morinda* fruit (and not dopamine) contributes to OA resistance remains unknown.

Here we functionally test the role of L-DOPA in OA resistance by performing mortality assays in the presence of L-DOPA, perform RNA-sequencing on control *vs.* L-DOPA exposed flies to identify candidate genes that may be involved in L-DOPA mediated toxin resistance, and functionally test an identified candidate for effects on OA resistance.

## Materials and Methods

### Fly strains and culture

*Drosophila sechellia* (14021-0428.25), *D. simulans* (14021-0251.195), and *D. melanogaster* (14021-0231.36, BDSC:55927 (EST6 RNAi), GeneSwitch-GAL4 line (*Tubulin*-P[Switch]) flies were reared on cornmeal medium using a 16:8 light:dark cycle at 20°. Adult females of each species were collected at 0-3 days post-eclosion and exposed to either control food (0.75g *Drosophila* instant medium Equation 4-24, Carolina Biological Supply Company) or food containing L-DOPA (10mg/ml, concentration chosen from observations of dopamine supplementation described in Lavista-Llanos *et al.* 2014) for 24 hr. After exposure, flies were either used in mortality assays or for measurement of genome-wide gene expression.

### Mortality assay

The mortality assays used in this work were performed according to methods described in prior studies (Andrade López *et al.* 2017; Peyser *et al.* 2017; Lanno & Coolon 2019; Lanno *et al.* 2019). Briefly, control and L-DOPA exposed flies of all three species were transferred into vials (10 per vial) containing 0.75g *Drosophila* medium supplemented with 1.2% octanoic acid (OA, Sigma) (Andrade López *et al.* 2017; Peyser *et al.* 2017; Lanno & Coolon 2019; Lanno *et al.* 2019). Flies used for mortality assays were all 1-4 day old females for each species and each sample type was collected in replicate six-eight times with 10 flies per replicate (N = 60 to 80 per sample type depending on the experiment, see below). OA resistance was measured by determining the number of flies ‘knocked down’ (a fly was determined to be knocked down when it was no longer able to walk or fly) every 5 min for a period of 60 min.

### RNA interference

RNA interference (RNAi) was performed to knockdown the expression of *Esterase 6* by first crossing the UAS-Est6-RNAi line that expresses a hairpin RNA under the control of UAS to GeneSwitch-GAL4 which expresses a modified chimeric GAL4 ubiquitously that will only become active in the presence of the synthetic antiprogestin mifepristone (RU486). Therefore, RNAi targeting *Est6* will only occur in individuals that have both UAS-Est6-RNAi and GeneSwitch-GAL4 in the presence of RU486 (Osterwalder *et al.* 2001; Roman *et al.* 2001; Andrade López *et al.* 2017; Lanno *et al.* 2019). Adult female progeny from this cross were collected at 0-3 days post-eclosion and treated with either 10µg/ml RU486 (knockdown) or 10µl/ml EtOH (control) added directly to their media for 24 hr. After exposure, flies were used in mortality assays which also contained RU486 to maintain knockdown in those samples.

### Cox proportional hazards regression analysis

A Cox proportional hazards statistical model was used to test the effect of L-DOPA exposure on OA associated mortality using the *coxph* command in the *survival* package in R (Cox 1972; Fox 2008; Therneau 2015; Andrade López *et al.* 2017; Peyser *et al.* 2017; R Core Development Team 2017; Lanno & Coolon 2019; Lanno *et al.* 2019). We report relative survival as the regression coefficient (-β) for each treatment group compared to its species-specific control group (with *vs.* without L-DOPA). Sample size for the effect of L-DOPA on OA resistance was N = 60 per treatment. Blocking by vial was included in the model and found to have no effect. In the RNAi experiment where we compare RNAi knockdown to uninduced controls (with *vs.* without knockdown) we used a separate Cox model to test for the effect of knockdown of *Est6* on OA resistance and the sample size was N = 80 for each treatment. Blocking by vial was again included in the model and found to have no effect.

### RNA extraction, library preparation and RNA- sequencing

After exposure to the control or L-DOPA food sources, flies of each species were flash frozen in liquid nitrogen and kept at -80° until RNA extraction. The Promega SV total RNA extraction system with modified protocol (Coolon *et al.* 2012) was used to extract RNA from a homogenate of 10 whole adult female flies per replicate per species per treatment. Three biological replicates were analyzed for each species and exposure environment for a total of 18 sequencing libraries (Table 1). Prior to library preparation, NanoDrop and subsequent gel electrophoresis were used to determine the quantity and quality of RNA extracted. All RNA samples were sent to the University of Michigan Medical School DNA Sequencing Core Facility for mRNA selected library preparation and sequencing. Bar-coded sequencing libraries were made using TruSeq library preparation kits and pooled for sequencing. Uniform library representation of each library was confirmed with qPCR prior to sequencing. The pooled barcoded libraries were sequenced on two lanes of an Illumina HiSeq-4000 generating single end sequence reads for subsequent analyses.

**Table 1:** Percent mapped reads for sequencing libraries

Sample	# Reads	# Mapped Reads	% Mapped
*D. sechellia* C1	19,222,060	18,496,450	96.23
*D. sechellia* C2	20,704,811	19,440,620	93.89
*D. sechellia* C3	17,696,868	17,123,579	96.76
*D. sechellia* LD1	19,576,162	18,341,777	93.69
*D. sechellia* LD2	14,508,205	12,988,684	89.53
*D. sechellia* LD3	17,432,600	16,040,372	92.01
*D. simulans* C1	28,056,123	26,210,691	93.42
*D. simulans* C2	26,058,213	24,449,785	93.83
*D. simulans* C3	24,095,284	22,589,715	93.75
*D. simulans* LD1	17,841,650	16,739,731	93.82
*D. simulans* LD2	14,608,378	13,562,252	92.84
*D. simulans* LD3	17,628,201	16,471,452	93.44
*D. melanogaster* C1	21,999,530	20,633,866	93.79
*D. melanogaster* C2	20,950,464	19,779,953	94.41
*D. melanogaster* C3	22,157,160	20,919,514	94.41
*D. melanogaster* LD1	39,619,560	37,618,491	94.95
*D. melanogaster* LD2	23,214,861	21,991,775	94.73
*D. melanogaster* LD3	18,976,326	17,855,382	94.09

### BIOL310 Genomics Analysis

The genomics analysis of RNA-seq data presented in this manuscript was performed by 18 undergraduate and 2 graduate students as part of a semester-long course at Wesleyan University called Genomics Analysis (BIOL310). This is the second such manuscript (see Lanno *et al.* 2017) made from this course where the aim is to provide undergraduate students with a course-based research experience where they actively participate in the process of scientific discovery. The students learn through engaging with never-before analyzed data where they learn how to use cutting edge genomics analysis techniques and bioinformatics tools through a discovery-based independent study. Each student in the course contributed to the analyses and write-up of the findings, providing their own unique interpretation of the results and text written by each and every student was combined into this manuscript.

After sequence reads were returned by the University of Michigan Sequencing Core (Table 1), an RNA-seq analysis pipeline was performed in the online Galaxy environment (https://usegalaxy.org/, Afgan *et al.* 2016). Sequencing output files for each sample were quality control checked using FASTQC (Andrews 2010) and identified overrepresented sequences were identified using NCBI BLAST (Altschul *et al.* 1990). Sequence reads were mapped to the corresponding species genome using Bowtie2 with default parameters (Langmead and Salzberg 2012). The most current genome files at the time of analysis were obtained from Ensembl (Yates *et al.* 2016) (*D. sechellia*: Drosophila_sechellia.dsec_caf1.dna.toplevel.fa, *D. simulans*: Drosophila_simulans.ASM75419v3.dna.toplevel.fa and *D. melanogaster*: Drosophila_melanogaster.BDGP6.dna.toplevel.fa). Quantification of gene expression and differential expression tests were performed with Cuffdiff (Trapnell *et al.* 2010, 2013) using the genome files described above and the gene annotation files available from Ensembl at the time of analysis (*D. sechellia*: Drosophila_sechellia.dsec_caf1.42.gff3, *D. simulans*: Drosophila_simulans.ASM75419v3.42.gff3 and *D. melanogaster*: Drosophila_melanogaster.BDGP6.95.gff3). Geometric normalization and gene length correction options in Cuffdiff were used to improve comparisons of gene expression. False discovery rate multiple testing correction (Benjamini and Hochberg 1995) was used to account for the multitude of simultaneously conducted tests. Data visualization and processing was performed in R (R Core Development Team 2017). In order to compare gene expression results across species, we obtained all 1:1:1 orthologs from *D. sechellia*, *D. simulans* and *D. melanogaster* from Flybase (Attrill *et al.* 2016). We performed Gene Ontology enrichment analysis with the Gene Ontology Consortium online tool (http://geneontology.org/, Ashburner *et al.* 2000; Blake *et al.* 2015) using the annotations from the *D. melanogaster* orthologs.

### DNA coding and protein sequence analyses of Est6

DNA coding sequences (CDS) for *Est6* were downloaded from FlyBase (Attrill *et al.* 2016) for *D. melanogaster*, *D. sechellia*, and *D. simulans*. Clustal Omega (Goujon *et al.* 2010; Sievers *et al.* 2011; McWilliam *et al.* 2013) was used to align DNA CDS and translated protein sequences in order to determine synonymous and nonsynonymous differences between these species. To investigate *Est6* CDS variation in multiple *D. sechellia* genotypes, paired-end DNA sequencing files from 23 wild-caught *D. sechellia* genomes from the Seychelles islands were downloaded from NCBI’s Short Read Archive (BioProject number PRJNA395473) (Schrider *et al.* 2018). Each file was mapped to a fasta file containing the *D. sechellia Est6* DNA CDS using Bowtie 2 (Langmead and Salzberg 2012). Aligned reads were then assessed for variation among *D. sechellia* lines for the *Est6* allele using the Naïve Variant Caller (Blankenberg *et al.* 2014) in Galaxy using the *D. sechellia Est6* DNA CDS downloaded from FlyBase as a reference (Attrill *et al.* 2016).

### Data accessibility

All RNA-seq data generated in this manuscript have been submitted to the NCBI Gene Expression Omnibus under accession number GSE138119. Supplemental material available at figshare: https://doi.org/10.25387/g3.8938103.

## Results

### Testing species-specific L-DOPA mediated resistance to octanoic acid

Prior work showed that *D. melanogaster* strains had increased resistance to a combination of octanoic and hexanoic acids when concurrently given dopamine in their media (Lavista-Llanos *et al.* 2014). However, *M. citrifolia* produces high levels of L-DOPA and not dopamine and the consequences of L-DOPA exposure on toxin resistance remain unknown. Furthermore, because *D. sechellia* was also not included in this test, it is unknown how *D. sechellia* responds to L-DOPA in their diet and possible effects on toxin resistance. To test for L-DOPA mediated toxin resistance, we performed octanoic acid (OA) resistance assays with and without L-DOPA supplementation using three closely-related species: *D. sechellia*, *D. simulans* and *D. melanogaster*. Flies were fed media containing 10mg/ml L-DOPA for 24 hr prior to measurement of OA resistance. We found that L-DOPA supplementation significantly increased both *D. melanogaster* (Cox Proportional Hazards Test, -β =1.06, *P* = 3.1 **×** 10^−7^) and *D. simulans* (Cox Proportional Hazards Test, -β =0.99, *P* = 3.1 **×** 10^−7^) resistance to OA, but there was no effect on *D. sechellia* (Cox Proportional Hazards Test, -β=0.63, *P* = 0.11) (Figure 1). Because *D. sechellia* is so highly resistant to OA (only 2/120 died in the experiment in total), our test using a concentration of OA consistent with the maximum biologically available OA in *M. citrifolia* fruit, representing a reasonable natural condition is not capable of identifying an increase (not statistically possible) in OA resistance for this species in response to L-DOPA. Therefore, it remains unknown whether L-DOPA influences OA resistance in *D. sechellia*.

**Figure 1:**
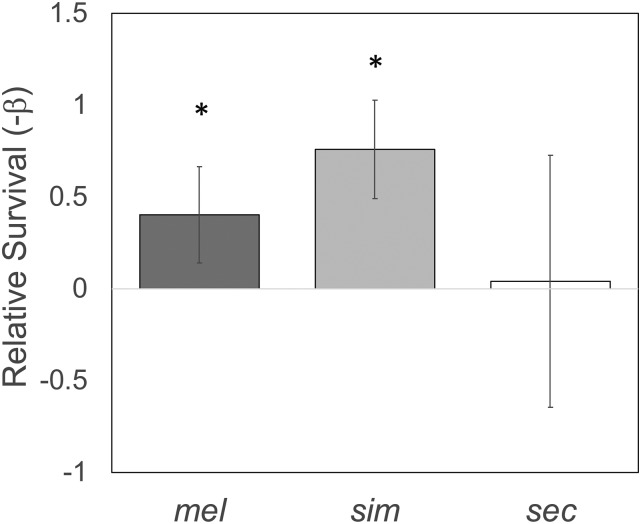
L-DOPA effect on OA resistance. After 24 hr of exposure to 10mg/ml L-DOPA, *D. melanogaster*, *D. simulans* and *D. sechellia* adult flies were tested for changes in OA resistance. Plotted are relative survival (-β) estimates comparing each species OA resistance with and without exposure to L-DOPA. Askterisk indicates significant effect of L-DOPA on OA resistance in that species (*P* < 0.05).

### Investigating Drosophila gene expression responses to dietary L-DOPA

We next sought to identify gene expression responses of all three species to L-DOPA exposure with the goal of identifying candidate genes that may play a role in host specialization. Prior work has shown that genes whose expression is responsive to environmental conditions are important for fitness in those environments (Coolon *et al.* 2009; Lanno *et al.* 2017). Furthermore, Lavista-Llanos found that not only is toxin resistance altered by exposure to dopamine, but various aspects of egg production as well (Lavista-Llanos *et al.* 2014). 

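Adult females of *D. melanogaster*, *D. simulans* and *D. sechellia* were fed for 24 hr on control food or on food with 10 mg/ml L-DOPA, and RNA was extracted from 10 whole flies per library. There were 3 libraries for each food and species and 18 libraries in all, made from mRNA-selected RNA and sequenced as single-end reads. The paper's Table 1 gives the mapped reads of each library. In *D. melanogaster* they ranged from 19779953 to 20919514 (median 20633866) on control food and from 17855382 to 37618491 (median 21991775) on L-DOPA. In *D. simulans* they ranged from 22589715 to 26210691 (median 24449785) on control food and from 13562252 to 16739731 (median 16471452) on L-DOPA. In *D. sechellia* they ranged from 17123579 to 19440620 (median 18496450) on control food and from 12988684 to 18341777 (median 16040372) on L-DOPA. The authors aligned the reads with Bowtie2 to the genomes BDGP6 (*D. melanogaster*), ASM75419v3 (*D. simulans*) and dsec_caf1 (*D. sechellia*). They then used Cuffdiff, with geometric normalization and correction for gene length, which combined the 3 libraries of a food into 1 FPKM value per gene, a measure of expression scaled to gene length and library size. For each gene, the authors' deposited table holds the FPKM on each food, the p-value of the Cuffdiff test and its q-value after Benjamini-Hochberg adjustment. The table lists 17649 genes of *D. melanogaster*, of which 11341 had a test, 15372 genes of *D. simulans*, of which 9897 had a test, and 17273 genes of *D. sechellia*, of which 11514 had a test. Expression values of single libraries were not used here, so the FPKM values have no SD and no n. Every p- and q-value printed for a gene is the authors'. The lowest p-value in each species was 5e-05, so many genes share the lowest q-value. Log2 changes were computed from the FPKM values as L-DOPA over control, without a pseudocount, so that a positive change is higher expression on L-DOPA. To show how far a gene stood from others, its change was ranked among the tested genes whose mean FPKM lay within 2-fold of its own, rRNA and other small RNA genes left out. The tables give most *D. simulans* genes (14820) and most *D. sechellia* genes (16284) a numbered symbol in place of a gene name. Genes were therefore compared between species only where the tables of those species share a symbol. The lists of genes used in the passages here were written before the data were examined.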

In order to identify candidate genes that may play a role in OA resistance and egg production in the presence of L-DOPA exposure, we used RNA-seq to measure genome-wide gene expression in adult female *D. melanogaster*, *D. simulans* and *D. sechellia* with and without L-DOPA supplemented in their media (Figure 2).

**Figure 2:**
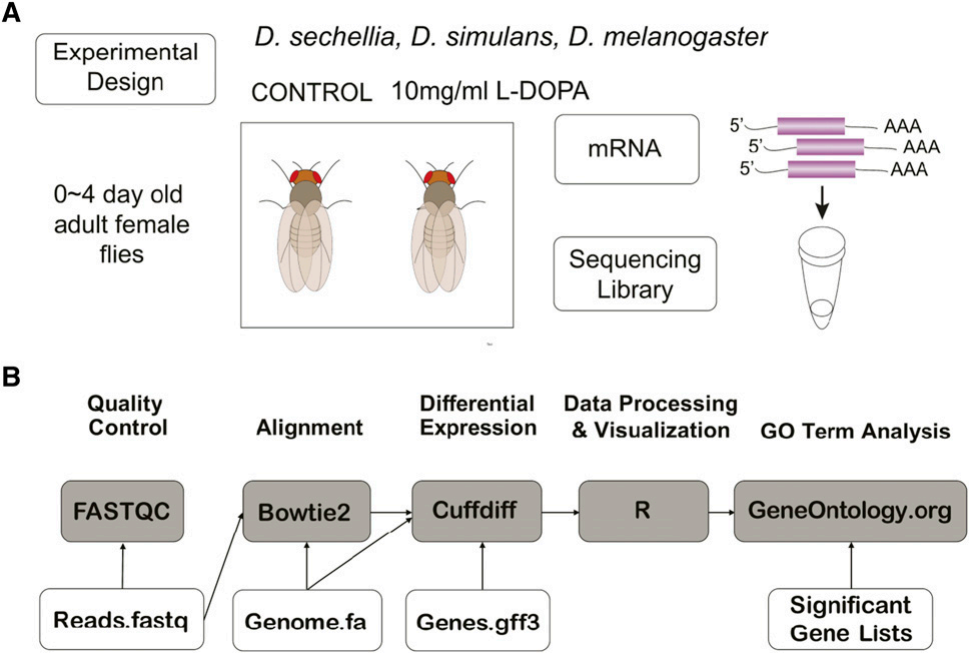
RNA-seq experimental design. A) Adult female flies were fed either control food or food mixed with 10 mg/ml L-DOPA for 24 hr followed by RNA extraction, Illumina library preparation and sequencing on an Illumina Hiseq 4000. B) Data generated by the Illumina sequencing were analyzed using the bioinformatics pipeline implemented on the Galaxy platform (usegalaxy.org). The process included quality control with FASTQC, alignment with Bowtie2, normalization and differential expression testing with Cuffdiff, processing and visualization in R, and gene ontology (GO) term enrichment tests performed at GeneOntology.org (Ashburner *et al.* 2000; Blake *et al.* 2015).

RNA-seq libraries were sequenced yielding a total of 384,346,456 sequence reads for the project and an average of 21 million per library (Table 1). FASTQC analysis (Andrews 2010) of the reads showed that they were high-quality and no trimming or sequence filtering was necessary prior to downstream analysis. We aligned the sequence reads to the corresponding genome with Bowtie2 (Langmead and Salzberg 2012) (see methods) and 94% of sequences on average aligned uniquely per library to the corresponding genome (Table 1). These alignments were then used for quantification of gene expression and differential expression testing with Cuffdiff (Trapnell *et al.* 2010, 2013). 

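Counted in the authors' deposited table at a q-value under 0.05, the differentially expressed genes numbered 192 in *D. melanogaster*, 333 in *D. simulans* and 945 in *D. sechellia*. These were 1.69%, 3.36% and 8.21% of the genes tested. Benjamini-Hochberg q-values recomputed here over the tested genes differed from the deposited ones by at most 5.3e-07. Among the other settings that left any gene, an absolute log2 change of at least 1 moved the counts most in *D. melanogaster* (54 genes) and *D. simulans* (85 genes), and a q-value under 0.01 did so in *D. sechellia* (498 genes). Among genes with a q-value under 0.05 and an FPKM of at least 1 on both foods, the largest rise in *D. melanogaster* was that of *GstD5* (FBgn0010041, BDGP6 chromosome 3R from 12375733 to 12376572). The authors' deposited table gives it an FPKM of 4.58 on control food and 51.1 on L-DOPA, with a q-value of 0.00426, and its log2 change was 3.48. The next rises were those of *CG13311* (log2 change 3.07), *CG45061* (2.36), *Cyp6a8* (1.98) and *CG10513* (1.92). The largest falls were those of *CG13427* (log2 change -2.28), *AttC* (-2.04), *AttB* (-1.82), *CG13947* (-1.76) and *Cp18* (-1.60). In *D. simulans*, *AttA* (log2 change 3.89) and *AttC* (3.06) were among the 5 largest rises, and *sala* (-1.84) was among the 5 largest falls. In *D. sechellia*, *MtnD* (log2 change 3.12) was among the 5 largest rises and was the only one of them with a gene name. The largest rise there was that of GM13791 (log2 change 5.30) and the largest fall that of GM14382 (-4.81), and these numbered symbols were named after their values were seen. Of the 5 largest falls, 3 were copies of the 5.8S rRNA gene.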

We found that 123 genes were significantly differentially expressed by *D. melanogaster* (Figure 3A,D, Supplemental Table 1), 244 by *D. simulans* (Figure 3B,E, Supplemental Table 2) and 643 by *D. sechellia* (Figure 3C,F, Supplemental Table 3) in response to dietary L-DOPA. 

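The larger count in *D. sechellia* came with larger changes. The median size of the log2 change among the differentially expressed genes was 0.77 in *D. melanogaster*, 0.72 in *D. simulans* and 1.12 in *D. sechellia*, leaving out genes listed at 0 on one food. The smallest change with a q-value under 0.05 was 0.44 in *D. melanogaster*, 0.45 in *D. simulans* and 0.74 in *D. sechellia*. Sizes among these genes depend on the smallest change that the authors' test could detect. They therefore do not show a larger response by themselves. A log2 change of at least 1 in size was found for 28.1% of the differentially expressed genes in *D. melanogaster*, 25.5% in *D. simulans* and 67.1% in *D. sechellia*. These shares take in rRNA and other small RNA genes and genes listed at 0 on one food. Without the small RNA genes, a setting chosen after the data were seen, 290 of 510 higher and 237 of 328 lower genes of *D. sechellia* changed by at least 1. The difference between the species was also present in the genes as a whole. Among tested genes with a mean FPKM of at least 10, changes of that size were found for 92 of 6605 genes in *D. melanogaster* (1.39%), 68 of 5434 in *D. simulans* (1.25%) and 897 of 9182 in *D. sechellia* (9.77%). Small RNA genes and genes listed at 0 on one food are included here too, and part of the 897 are such genes. The interquartile range of the log2 change of these genes ran from -0.07 to 0.09 in *D. melanogaster*, from -0.20 to 0.07 in *D. simulans* and from -0.24 to 0.41 in *D. sechellia*. The *D. sechellia* libraries were not the deepest, with 102431482 mapped reads over 6 libraries against 138798981 in *D. melanogaster* and 120023626 in *D. simulans*. Of the 945 genes in *D. sechellia*, 107 were rRNA, snRNA or snoRNA genes, and 838 remained without them, a setting chosen after the data were seen. Whether the species differ was not tested. The FPKM values hold no spread between libraries, and the authors' test scores were not used for such a test.

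**Figure D1:**
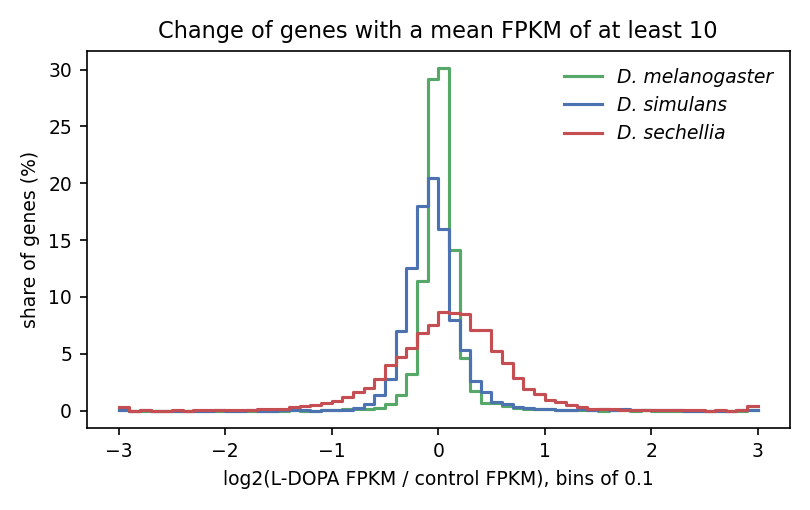
Share of genes (%) against the log2 change, L-DOPA FPKM over control FPKM, in bins of 0.1, for tested genes with a mean FPKM of at least 10 without rRNA and other small RNA genes, 1 line per species. Values beyond 3 in size, with genes listed at 0 on one food, are counted in the outermost bins, and the line of *D. sechellia* is the widest.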

Interestingly, the largest number was differentially expressed by *D. sechellia*, the only species that routinely has high concentrations of L-DOPA in its natural food source. There were 557 genes that were only plastic in response to L-DOPA by *D. sechellia* and not identified as differentially expressed by *D. melanogaster* or *D. simulans* (Figure 4, Supplemental Table 4), representing an interesting set of genes for further analysis because these genes may mediate L-DOPA associated phenotypic plasticity (*e.g.*, increased egg production, Lavista-Llanos *et al.* 2014). 

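The tables of the 3 species share 201 gene symbols, and 87 of these genes had a test in every species. Of the shared symbols, 13 had a q-value under 0.05 in *D. sechellia*, and 8 of these were at 0.05 or more in both other species. These 8 genes, named, apart from *Est-6* and *MtnD*, after their values were seen, were *Cp110*, *Est-6*, *Hmr*, *MtnA*, *MtnD*, *Obp19c*, *Sry-alpha* and *w*. When a q-value of at least 0.2 was required in the other species, 6 of them were left, without *Est-6* and *Obp19c*. The other differentially expressed genes of *D. sechellia* have no symbol shared by the tables and were not compared. A q-value on either side of 0.05 in different species is not a test of the difference between them, and no such test was run. From the genes that responded in *D. sechellia* alone, the paper proposes that they may underlie plastic traits linked to L-DOPA.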

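Among the 201 symbols shared by the tables, *Mal-A1*, which encodes a maltase, was the only gene with a q-value under 0.05 in all 3 species and is named for that reason, after its values were seen. The authors' deposited table gives its FPKM in *D. melanogaster* as 98.4 on control food and 196 on L-DOPA (FBgn0002570, BDGP6 chromosome 2R from 8449664 to 8451904, q-value 0.00426). In *D. simulans* the authors' deposited table gives 117 on control food and 329 on L-DOPA (q-value 0.00291). In *D. sechellia* the authors' deposited table gives 329 on control food and 679 on L-DOPA (q-value 0.0167). The log2 changes were 0.99, 1.49 and 1.04, higher than in 99.4%, 98.9% and 96.9% of genes of similar FPKM. Reads of *Mal-A1* could be split with related maltase genes. At a q-value under 0.01 in every species no shared gene was left, while 5 had an unadjusted p-value under 0.05 in all 3 species. With a q-value under 0.1 accepted in *D. melanogaster* and *D. simulans*, *Obp99b* was added, which was higher on L-DOPA in *D. melanogaster* and *D. simulans* and lower in *D. sechellia* and was also named after its values were seen.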

Finally, there were 23 genes differentially expressed by all three species that are interesting for their conserved gene expression response across species (Supplemental Table 5).

**Figure 3:**
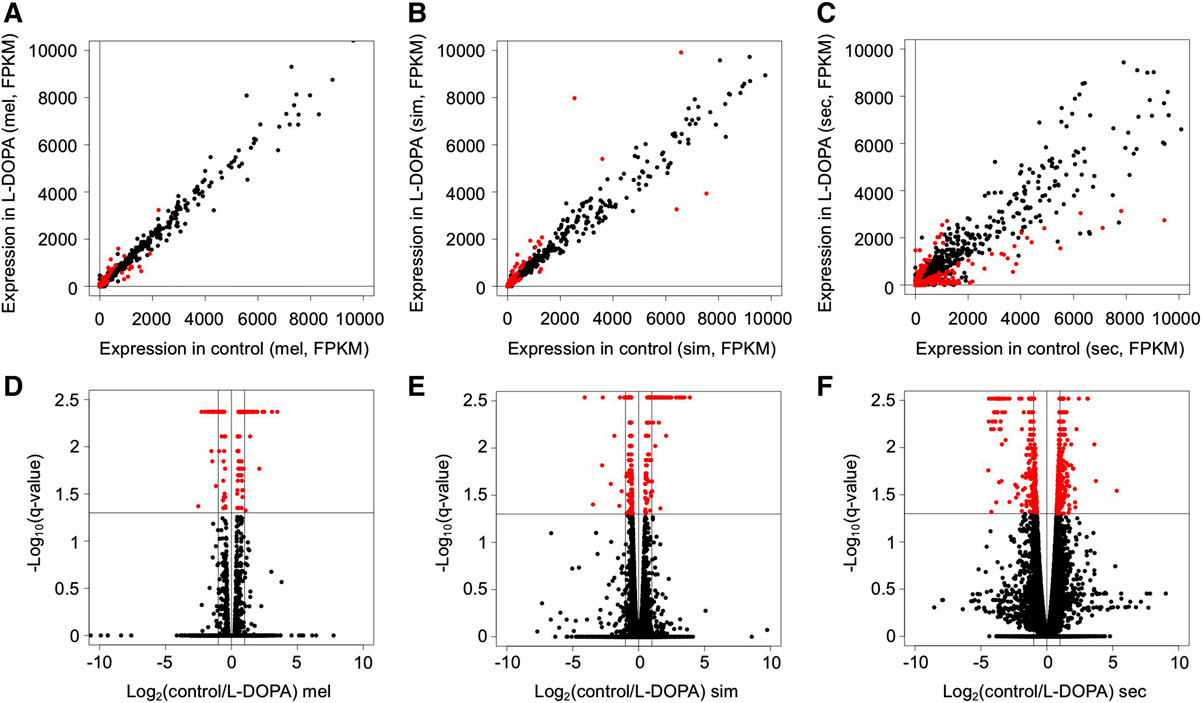
Genome-wide gene expression responses to L-DOPA. A-C) Scatterplots are shown for the comparison between flies fed control food (X-axis) and those fed food containing 10µg/ml L-DOPA (y-axis) with gene expression represented as F ragments P er K ilobase of sequence per M illion reads (FPKM) where each point is one gene with A) *D. melanogaster*, B) *D. simulans* and C) *D. sechellia*. D-F) Volcano plots are shown for the same comparison (control *vs.* 10µg/ml L-DOPA) for each species D) *D. melanogaster*, E) *D. simulans* and F) *D. sechellia* where expression response represented as Log(control FPKM/L-DOPA FPKM) on the x-axis and the significance of a statistical test for that gene represented as -Log_10_(q-value) where q is the false discovery rate corrected p-value on the y-axis.

**Figure 4:**
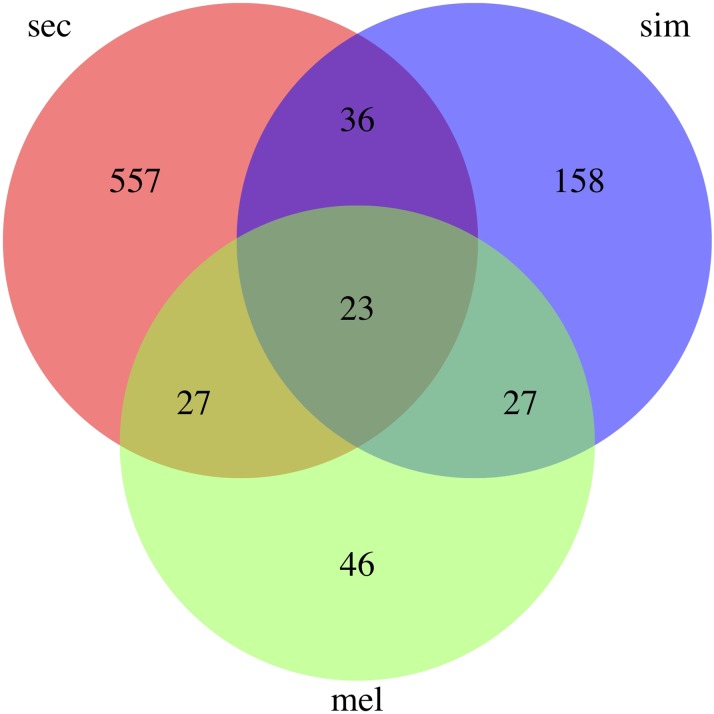
Venn diagram of L-DOPA responsive genes. The intersection of the genes identified by each of the three RNA-seq comparisons of flies fed control food *vs.* food supplemented with 10mg/ml L-DOPA are shown.

### Gene ontology term enrichment analysis

In order to determine if there is enrichment for genes with particular functions among those differentially expressed in response to L-DOPA, we tested the sets of significantly upregulated and downregulated genes identified from each species for gene ontology (GO) term enrichment. We found that there were very few enriched terms for upregulated and downregulated genes from *D. melanogaster* or *D. simulans* (Supplemental Tables 6-9). There were no enriched GO terms for upregulated genes from *D. melanogaster* or *D. simulans*. 

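The genes with a q-value under 0.05 included 134 that were higher on L-DOPA in *D. melanogaster* (69.8%) and 145 in *D. simulans* (43.5%). The median log2 change of these upregulated genes was 0.78 in *D. melanogaster*, where 39 of them rose by at least 1, and 0.94 in *D. simulans*, where 64 did. Among the *D. simulans* genes with a log2 change of at least 1 in size, 75.3% were higher on L-DOPA.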

There were only two enriched GO terms for in downregulated genes in *D. melanogaster*, chorion (GO:0042600) and external encapsulating structure (GO:0030312) (Supplemental Table 6). 

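In *D. melanogaster*, 58 genes with a q-value under 0.05 were lower on L-DOPA, with a median log2 change of -0.74. A list of chorion and vitelline membrane genes had 21 members in the table, each with an FPKM of at least 1. Every member was lower on L-DOPA, and 13 of them had a q-value under 0.05 in the authors' deposited table. The median log2 change of the list was -0.59, below the median of each of 10000 random lists of as many genes matched on mean FPKM. The lowest value was that of *Cp18*, which encodes a chorion protein (FBgn0000357, BDGP6 chromosome 3L from 8726791 to 8727613). The authors' deposited table gives it an FPKM of 923 on control food and 304 on L-DOPA, with a q-value of 0.00426. Its neighbours *Cp16* (log2 change -1.38) and *Cp19* (-1.29) also fell, as did *Femcoat* (-1.35). The 3 members *Cp7Fa*, *Cp7Fb* and *Cp7Fc* had q-values of 1.00 in the authors' deposited table at log2 changes of -0.87, -0.32 and -0.38. Apart from *Cp18*, these genes were named after their values were seen. With fold changes centred on the median gene the list median was -0.60, and with a pseudocount of 1 it was -0.59.

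**Figure D2:**
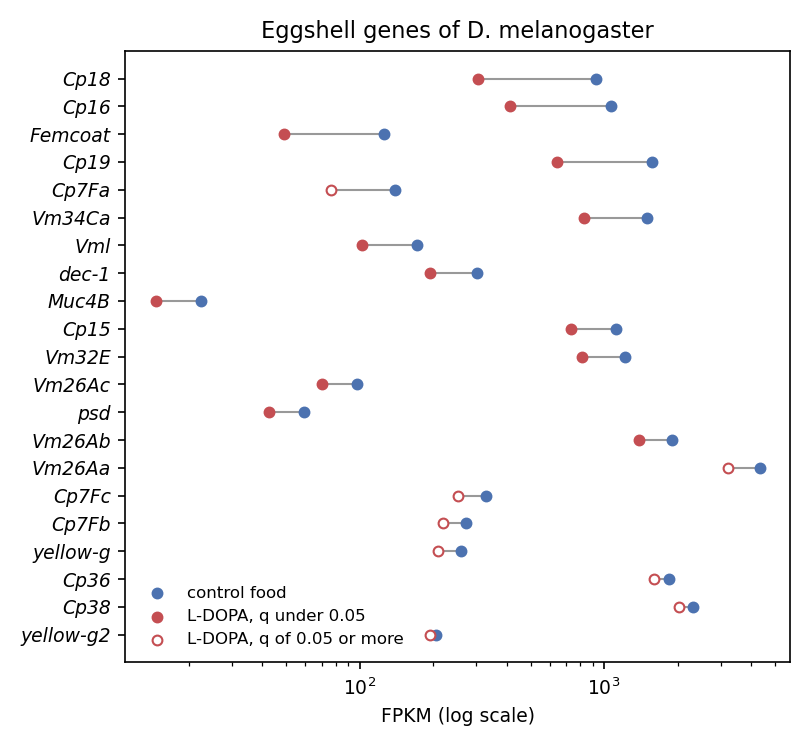
FPKM (log scale) of 21 eggshell genes of *D. melanogaster* on control food (blue) and on L-DOPA (red, filled where the q-value is under 0.05), 1 value per food, ordered by log2 change. The L-DOPA value lies to the left of the control value for every gene.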

There were multiple enriched terms for *D. simulans* downregulated genes associated with cellular parts that were non informative (Supplemental Table 7) and there was enrichment for phosphoric ester hydrolase activity (GO:0042578). 

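In *D. simulans*, 188 genes with a q-value under 0.05 were lower on L-DOPA. Their median log2 change was -0.64, leaving out 7 genes listed at 0 on L-DOPA. With these 7 included, 21 of the 188 fell by at least 1. No gene with a q-value under 0.05 was listed at 0 on control food. Every L-DOPA library had fewer mapped reads (at most 16739731) than every control library (at least 22589715). Depth and food therefore cannot be told apart for the genes listed at 0. Of the listed eggshell genes, the *D. simulans* table names *dec-1* and *Cp16*, which were named here after their values were seen. The authors' deposited table gives *dec-1* an FPKM of 284 on control food and 230.1 on L-DOPA (q-value 0.394), a log2 change of -0.30. For *Cp16* the authors' deposited table gives 4784 and 4509 (q-value 0.972), a log2 change of -0.09.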

Finally, there were numerous functions enriched in both the up and down-regulated genes in *D. sechellia* with far more terms enriched in the upregulated gene set (Supplemental Table 8). 

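In *D. sechellia*, 511 of the 945 genes with a q-value under 0.05 were higher on L-DOPA (54.1%) and 434 were lower. The median log2 change was 1.02 among the upregulated genes and -1.33 among the downregulated genes, leaving out 46 genes listed at 0 on control food and 47 listed at 0 on L-DOPA. Of the downregulated genes, 106 were rRNA, snRNA or snoRNA genes. All 106 fell by at least 1 and pulled the median of -1.33 down, and that median was not recomputed without them. Without these classes, a setting chosen after the data were seen, 510 genes were higher and 328 lower, so that 60.9% were higher on L-DOPA. Among genes with a log2 change of at least 1 in size, 45.9% were higher on L-DOPA with these classes included and 55.03% without them (the latter also chosen after the data were seen).

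**Figure D3:**
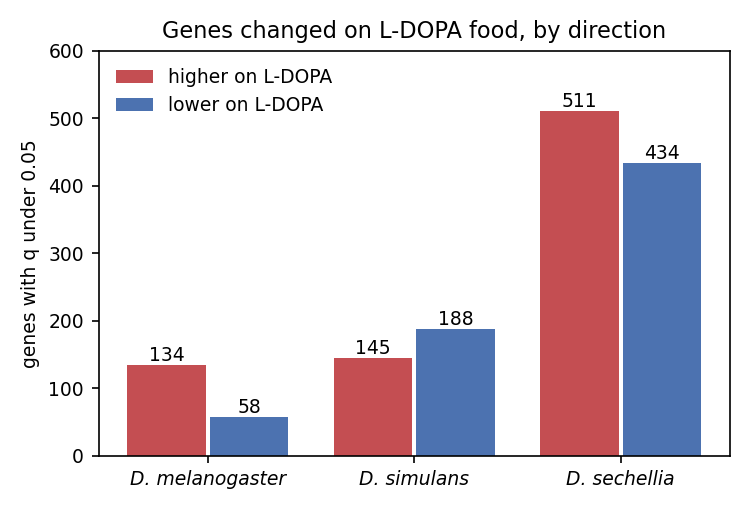
Number of genes with a q-value under 0.05 in each species, higher (red) or lower (blue) on L-DOPA than on control food. *D. sechellia* has 511 higher and 434 lower genes, against 134 and 58 in *D. melanogaster* and 145 and 188 in *D. simulans*.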

The enriched functions from downregulated genes are predominantly associated with various classes of genes with peptidase activity (Supplemental Table 8). 

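Of 46 cell cycle and DNA replication genes listed and found in the *D. melanogaster* table, the *D. sechellia* table names 1, *mus209*, which encodes the sliding clamp of DNA replication (FBgn0064374, dsec_caf1 scaffold_1 from 13715513 to 13716354). The authors' deposited table gives it an FPKM of 224 on control food and 283 on L-DOPA, with a q-value of 0.474. Its log2 change of 0.33 was higher than that of 79.8% of genes of similar FPKM. It was named after its values were seen, and genes with related functions were looked for after that. Those given next were higher on L-DOPA, and how many others were looked at is not given here. The centromere histone gene *cid* had an FPKM of 30.5 on control food and 65.7 on L-DOPA in the authors' deposited table (q-value 0.00638), a log2 change of 1.11. This was higher than in 97.7% of genes of similar FPKM. In *D. simulans*, *cid* was lower on L-DOPA (log2 change -0.71, q-value 0.00291 in the authors' deposited table), and in *D. melanogaster* its log2 change was -0.11. The centriolar gene *Cp110* had an FPKM of 7.17 on control food and 14.8 on L-DOPA in the authors' deposited table (q-value 0.0252), a log2 change of 1.04. This was higher than in 94.4% of genes of similar FPKM and lay within their central 95% (-1.27 to 1.40). In *D. melanogaster*, the 46 listed genes had a median log2 change of -0.00, and none of them had a q-value under 0.05.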

The numerous terms enriched for upregulated genes in *D. sechellia* include multiple terms associated with increased reproductive output including mitosis/meiosis, cell cycle, DNA replication, gamete generation (Supplemental Table 8). We next investigated GO term enrichment in the set of 23 genes found in all 3 comparisons and found that the majority of terms enriched had to do with egg production including aspects of vitelline membrane formation, egg coat formation, chorion and extracellular matrix formation (Supplemental Table 9).

### Testing the function of a candidate gene in OA resistance

Many of the genes identified as responding to L-DOPA exposure are excellent candidates for various aspects of host specialization in *D. sechellia* including possible roles in reproduction (Lavista-Llanos *et al.* 2014), mate recognition/reproductive isolation (*e.g.*, *EloF*, Supplemental Table 4, Combs *et al.* 2018), behavioral changes (Yamamoto and Seto 2014), cuticle formation (Lanno *et al.* 2017) and toxin resistance (Lavista-Llanos *et al.* 2014). For example, we found that *D. sechellia* response to L-DOPA includes marked increase in the expression of *Esterase 6* (*Est6*, Supplemental Table 4). 

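The *Est-6* gene of *D. sechellia* is listed as FBgn0023645 on dsec_caf1 scaffold_0 from 4366819 to 4368497. The authors' deposited table gives it an FPKM of 54.5 on control food and 121 on L-DOPA, with a p-value of 5e-05 and a q-value of 0.00181. The ratio of these values is 2.22, a log2 change of 1.15, which was higher than in 97.8% of the 3041 genes of similar FPKM. The central 95% of those genes ran from -1.06 to 1.07. In *D. simulans* (FBgn0012832, ASM75419v3 chromosome 3L from 11880703 to 11882571), the authors' deposited table gives *Est-6* an FPKM of 91.9 on control food and 119 on L-DOPA, with a p-value of 0.0152 and a q-value of 0.1998. Its log2 change of 0.38 was higher than in 93.3% of genes of similar FPKM. In *D. melanogaster* (FBgn0000592, BDGP6 chromosome 3L from 12188818 to 12190705), where the annotation gives *Est-6* 2 exons, the authors' deposited table gives an FPKM of 56.1 on control food and 62.5 on L-DOPA, with a p-value of 0.267 and a q-value of 1.00. The log2 change there was 0.16. The difference between the species was not tested. Its neighbour and paralog *Est-P*, named after its values were seen, was at 0.313 on control food and 0.596 on L-DOPA in *D. sechellia* in the authors' deposited table, so that few reads could be split between them. Centring on the median gene gave *Est-6* a log2 change of 1.05 in *D. sechellia*. The paper tested the gene for a role in resistance to octanoic acid. It gives as reasons the increase in *D. sechellia* and the authors' earlier evidence that esterases take part in that resistance.

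**Figure D4:**
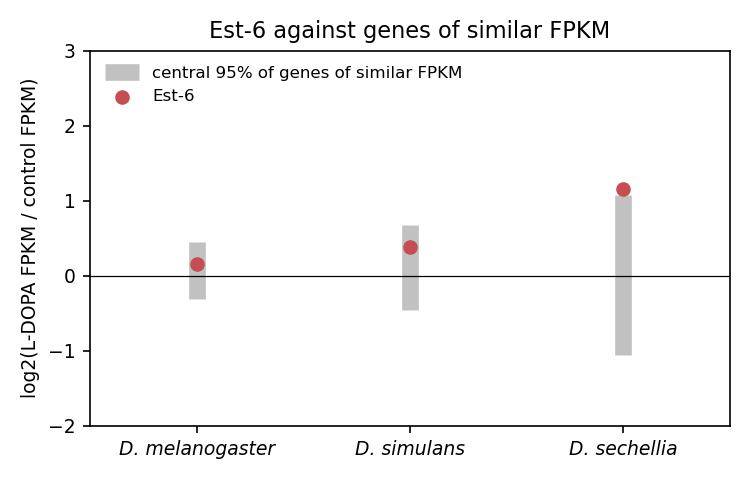
The log2 change of *Est-6*, L-DOPA FPKM over control FPKM, in each species (red points), with the central 95% of tested genes of similar FPKM (grey bars). The point of *D. sechellia*, at 1.15, lies above its bar, which ends at 1.07, and the points of the other 2 species lie within theirs.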

In our recent study, we found that one or more esterase genes are involved in *D. sechellia* derived resistance to OA through experiments with the chemical synergist tribufos (S,S,S-Tributyltrithiophosphate) that inhibits all the esterase genes simultaneously (Lanno and Coolon 2019). To determine if *Est6* plays a role in evolved OA resistance we used RNAi in *D. melanogaster* to reduce the expression of *Est6* and examined the effect on OA resistance. Using the ubiquitously expressed GeneSwitch-GAL4 crossed into UAS-EST6-RNAi line yields individuals that are wildtype unless they are exposed to the synthetic antiprogestin mifepristone (RU486), which induced RNAi knockdown of *Est6*. We compared genotypically identical siblings with and without RU486 exposure and found that knockdown of *Est6* caused a significant decrease in resistance to OA (Cox Proportional Hazards Test, -β = -0.833, *P* = 1.7 **×** 10^−7^, Figure 5). To determine whether altered protein sequence could also contribute to *Est6* functional differences in addition to the observed gene expression responses, we compared the protein sequences for *Est6* from *D. melanogaster*, *D. simulans* and *D. sechellia* and identified 5 derived amino acids in *D. sechellia*. One of the derived residues (H187A) affects an amino acid that resides in the active site of the enzyme (Younus *et al.* 2017) that was previously shown to influence *Est6* substrate specificity and enzyme kinetics (the specific amino acid substitution found in *D. sechellia* was not tested but other residue substitutions at this position had the stated effects (Myers *et al.* 1993). Using available genomes from several *D. sechellia* isolates (Schrider *et al.* 2018) we have confirmed that the mutations responsible for this amino acid substitution are present in all *D. sechellia* sequenced to date suggesting this a fixed sequence difference in this species.

**Figure 5:**
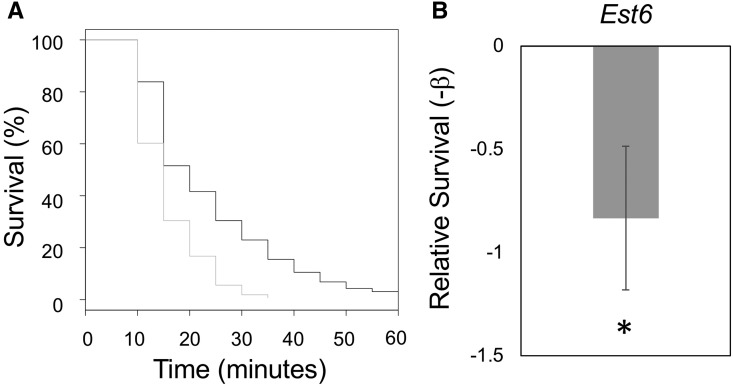
Knockdown of *Est6* causes reduction in OA resistance. After 24 hr of exposure to RU486, *D. melanogaster* GeneSwitch-GAL4 × UAS-EST6-RNAi adults female flies were tested for changes in OA resistance. Percent survival across time is plotted in A and relative survival (-β) estimates comparing individuals with and without exposure to RU486 and measuring OA resistance are shown in B. * indicates significant *Est6* knockdown effect on OA (*P* < 0.05).

## Discussion

Here we found that adult *D. melanogaster* and *D. simulans* exposed to L-DOPA have increased resistance to OA. We do not see this effect for *D. sechellia* because *D. sechellia* is so highly resistant to OA that our test could not test for increased resistance. In an effort to maintain ecological relevance of the results we have used a concentration of OA that best matches the maximum biologically available OA in *M. citrifolia* fruit. As such, it remains unknown whether L-DOPA influences OA resistance in *D. sechellia*. To identify genes that might contribute to host specialization downstream of L-DOPA exposure, we used RNA-seq, to determine the genes with expression plasticity in response to L-DOPA, with a specific interest in those that had derived plasticity in *D. sechellia* because they may represent good candidates for genes involved in *D. sechellia* specialization on *M. citrifolia* that contains high concentrations of L-DOPA in its fruit.

### Identification of candidate genes

Included in the genes identified by the RNA-seq analysis were several candidates that may play a role in different aspects of *D. sechellia* host specialization. Specifically, we focused on genes with evolved transcriptional responses to L-DOPA in *D. sechellia* that were not identified as responsive to L-DOPA in *D. melanogaster or D. simulans* (Supplemental Table 4). Among these genes were several that have been identified in prior studies as possible contributors to different aspects of evolutionary changes in *D. sechellia*. For example, the fatty acid elongase *eloF* was shown to influence the abundance of different length fatty acids found on female flies with fewer longer cuticular hydrocarbon (CHC) species observed when the gene was knocked out (Combs *et al.* 2018). Interestingly, *D. simulans* flies are quite similar to the *D. sechellia **eloF* knockout flies in CHC profiles suggesting that this may be a mechanism of species discrimination that influences mate choice. When *eloF* was knocked out in *D. sechellia* female flies, male *D. simulans* individuals courted them as if they were *D. simulans* females demonstrating the role *eloF* has played in reproductive isolation between these species (Combs *et al.* 2018). Here we found that *D. sechellia* significantly decreases expression of *eloF* in the presence of L-DOPA (Supplemental Table 4), something only observed in this species. This species-specific reduction in expression could suggest that in their natural context feeding on *M. citrifolia* that contains high levels of L-DOPA (Lavista-Llanos *et al.* 2014), *D. sechellia* flies may make CHC profiles more similar to *D. simulans*, lessening the reproductive isolation between these species. 

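In *D. melanogaster*, *eloF* lies on BDGP6 chromosome 3R from 9814161 to 9815158 and has 2 exons (FBgn0037762). The authors' deposited table gives it an FPKM of 127 on control food and 128 on L-DOPA, with a p-value of 0.977 and a q-value of 1.00. Its log2 change was 0.00, higher than in 47.5% of the 1216 genes of similar FPKM. The *D. simulans* and *D. sechellia* tables list this gene under no such symbol, and its values in those species were not analysed here.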

Because prior experiments examining aspects of interspecies courtship were conducted in the absence of L-DOPA, future experiments investigating the consequence of L-DOPA on courtship are warranted.

Another gene identified, *Gasp*, resides inside a fine-mapped QTL that explains the greatest amount of variation in octanoic acid resistance between *D. simulans* and *D. sechellia* (Hungate *et al.* 2013). However, this gene was knocked-down with RNAi and shown to not influence OA resistance in *D. melanogaster* functional tests (Andrade López *et al.* 2017) suggesting that it is not the gene that underlies this QTL. Despite the lack of effect on OA resistance, *Gasp* is involved in chitin metabolic processes which may influence other traits associated with host specialization. Interestingly, many other genes with functions in processes associated with the chitin-based cuticle have derived plastic expression responses to L-DOPA in *D. sechellia*, similar to that observed for gene expression responses to OA (Lanno *et al.* 2017) suggesting that *D. sechellia* is altering its cuticle in some way in response to its diet and this may be involved in specializing to eat toxic *M. citrifolia* fruit.

Genes associated with defense against microbial pathogens were also found to be responsive to L-DOPA exposure in this study. 

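In *D. melanogaster*, a list of antibacterial and other immune effector genes had 34 members with an FPKM of at least 1 on either food. Their median log2 change was -0.12, below each of 10000 random lists matched on mean FPKM. Of the list, 7 genes had a q-value under 0.05 and were lower on L-DOPA, and 1, *Listericin*, was higher. Those that fell were *AttC*, *AttB*, *CecC*, *AttA*, *TotA*, *TotC* and *TotM*. The authors' deposited table gives *AttC* (FBgn0041579, BDGP6 chromosome 2R from 13393705 to 13394667) an FPKM of 16.5 on control food and 4.02 on L-DOPA. In *D. simulans*, 10 genes of the list had a gene name and an FPKM of at least 1, and their median log2 change was 1.21, above each of the random lists. Of these, 6 had a q-value under 0.05, all higher on L-DOPA, namely *AttA*, *AttC*, *AttB*, *CecA1*, *Dro* and *Def*. The authors' deposited table gives *AttA* (FBgn0046918, ASM75419v3 chromosome 2R from 11337740 to 11338536) an FPKM of 2.07 on control food and 30.6 on L-DOPA, with a q-value of 0.00291. *AttA* and *AttB* are near-identical neighbours, and reads could be split between them. Except for *AttC* and *AttB* in *D. melanogaster* and *AttA* and *AttC* in *D. simulans*, the single genes were named after their values were seen.

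**Figure D5:**
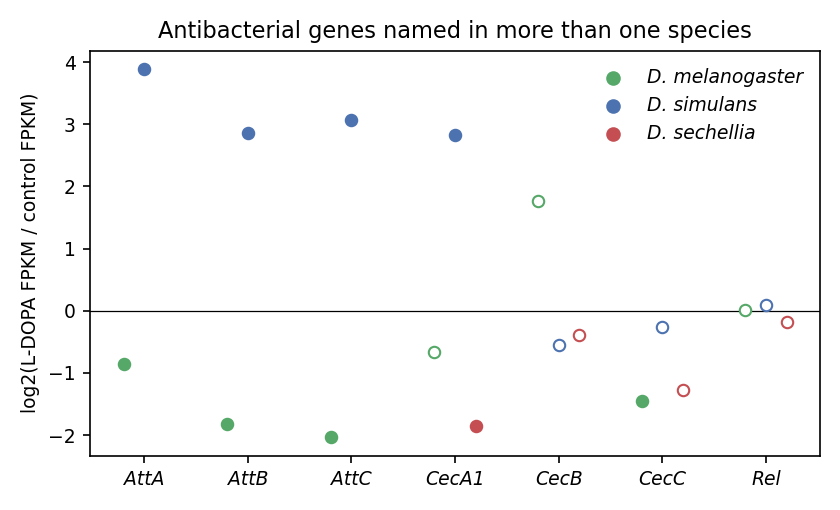
The log2 change, L-DOPA FPKM over control FPKM, of antibacterial genes named in more than one species' table, filled where the q-value is under 0.05. *AttA*, *AttB* and *AttC* lie below 0 in *D. melanogaster* and above 2 in *D. simulans*, and *CecB* had no test in *D. melanogaster* or *D. simulans*.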

Similar to the finding for chitin-related genes, pathogen defense genes are also responsive to OA exposure, possibly suggesting that flies exposed to these chemicals have altered microbial resistance phenotypes. 

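Of the listed immune genes, the *D. sechellia* table names 4, *CecA1*, *CecB*, *CecC* and *Rel*, and none of the *PGRP* genes. *CecA1* (FBgn0025653, dsec_caf1 scaffold_4 from 4888667 to 4888916) had an FPKM of 1138 on control food and 314 on L-DOPA in the authors' deposited table, with a q-value of 0.00181. Its log2 change was -1.86, lower than in all but 2.80% of genes of similar FPKM. *CecC* went from 266 to 110 FPKM in the authors' deposited table (q-value 0.132), a log2 change of -1.28. *CecB* (log2 change -0.39) and *Rel* (-0.18) had q-values of 0.899 and 0.728 in the authors' deposited table. These 4 genes were named after their values were seen. The cecropin genes are related neighbours, and reads could be split between them. In *D. melanogaster*, 12 *PGRP* genes had an FPKM of at least 1, and their median log2 change was 0.01, at percentile 59.8 of the random lists. None of them had a q-value under 0.05 in the authors' deposited table. The lowest change was that of *PGRP-SC1a* (log2 change -0.50, q-value 0.0612 in the authors' deposited table). In *D. simulans*, 6 *PGRP* genes had a median log2 change of 0.27, at percentile 99.6, and *PGRP-SC1b* rose from 272 to 384 FPKM in the authors' deposited table (q-value 0.0338). For *edin* in *D. melanogaster* (FBgn0052185, BDGP6 chromosome 3L from 17494880 to 17495300), the authors' deposited table gives 4.95 FPKM on control food and 6.86 on L-DOPA, with a q-value of 1.00. The log2 change of *edin* was 0.47. The *D. simulans* and *D. sechellia* tables list *edin* under no such symbol. The paper cites *PGRP* genes and *edin* from its list of genes that responded in *D. sechellia* alone. The values of these genes in the other species therefore do not test its statement.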

In response to both L-DOPA and OA we observe reduction in the expression of many bacterial defense genes including those involved in bacterial recognition (*e.g.*, *PGRP*s, Supplemental Table 4), as well as many involved in other aspects of immune responses to bacteria (*e.g.*, *edin*, Supplemental Table 4). Because the general trend is toward down-regulation of bacterial defense genes in response to chemicals associated with *M. citrifolia* fruit, our data suggest that flies eating this diet may be immune compromised and therefore more susceptible to bacterial infection when they are exposed to L-DOPA, OA or *M. citrifolia* fruit. Future studies will focus on how the *Drosophila* immune system is altered in these environments with the goal of testing the consequence of food chemical exposure on bacterial infection.

### Knockdown of Esterase 6 alters OA resistance

Our work and that of other research groups have observed L-DOPA effects on various traits in *D. sechellia* (Lavista-Llanos *et al.* 2014) and one of the central aims of this study was to identify candidate genes potentially involved in these derived traits. To do this we focused on the genes that have derived plasticity only observed in *D. sechellia* and found that *Est6* was included in this gene list (Supplementary Table 4). In response to L-DOPA exposure, we found that *Est6* had a significant and marked increase in expression level. This observation was intriguing because our recent study using the chemical synergist tribufos to inactivate all the esterase enzymes simultaneously (Plapp *et al.* 1963; Snoeck *et al.* 2017) found that one or more esterase genes are involved in *D. sechellia* derived resistance to OA (Lanno and Coolon 2019). We therefore knocked down the expression of *Est6* ubiquitously in *D. melanogaster* adults with RNAi and performed OA resistance assays. We found that knock-down of *Est6* resulted in significant decrease in relative survival when individuals were exposed to OA (Figure 5). These experiments were performed in a heterologous host (*D. melanogaster*) based on availability of genetic tools, which is a common approach for tests of gene function, however, confirmation of *Est6* function in OA resistance requires functional tests in *D. sechellia* in future studies. The combination of the OA resistance data and gene expression data collected in this study in conjunction with the prior data showing one or more members of the esterase gene family are involved in OA resistance (Lanno and Coolon 2019), and QTL mapping data showing *Est6* is consistent with regions of the genome contributing to OA resistance all together strongly suggest that *Est6* plays an important role in toxin resistance in *D. sechellia*. Altogether, identification of a derived amino acid substitution fixed in *D. sechellia* that alters a residue that resides in the enzymes active site and was shown to influence *Est6* substrate-specificity and kinetics suggest that both protein coding as well as gene expression changes may contribute to evolutionary changes at this locus.

How the deposited data were processed for this re-analysis (not part of the article)

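RNA from whole adult females of *D. melanogaster*, *D. simulans* and *D. sechellia*, fed for 24 hr on control food or on food with 10 mg/ml L-DOPA, was sequenced in 18 libraries, with 10 flies per library and 3 libraries per food and species. The conditions were taken from the sample labels and the study's methods. The labels and the methods give the dose in mg/ml, while the legend of Figure 3 gives the same number in µg/ml. The authors sequenced the pooled libraries on an Illumina HiSeq instrument, aligned the single-end reads with Bowtie2 under default parameters to BDGP6, ASM75419v3 and dsec_caf1, and ran Cuffdiff with geometric normalization and gene length correction. The paper's text names no version of Bowtie2 or Cuffdiff.

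The authors' deposited FPKM values are 1 value per gene and food, combined by Cuffdiff over the 3 libraries. The deposited log2 fold change is the log2 of the L-DOPA FPKM over the control FPKM, and the authors' test score, p-value and q-value come from Cuffdiff, the q-value being the Benjamini-Hochberg adjustment over the tested genes. The direction was taken from the sample names in the tables. Depth per library was taken from the mapped reads in the paper's Table 1. Since the FPKM values are combined over libraries, no SD and no test across libraries could be computed from them. No interval was derived from the authors' test score either, so how precisely a value is known is not shown here. A value of 0 is described as listed at 0.

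From these values, log2 changes were computed without a pseudocount, and genes were counted as differentially expressed at a q-value under 0.05. The share of these genes that were higher on L-DOPA was computed in each species. A gene's change was ranked among tested genes with a mean FPKM within 2-fold of its own. For lists of genes written before the data were examined, the median log2 change over members with an FPKM of at least 1 on either food and above 0 on both was placed among 10000 random lists of the same size drawn from the same 10 bins of mean FPKM, for lists with at least 5 such members. These ranks and percentiles describe the libraries and are not p-values. The lists were *PGRP* genes, other immune genes, eggshell genes, cuticle and chitin genes, gut peptidase genes, cell cycle and DNA replication genes, dopamine pathway genes and male reproductive genes. The names in the cuticle list were given with open endings, and one of them also takes in *Cpr*, the cytochrome P450 reductase gene.

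Genes were compared between species by symbols shared by all 3 tables. A table of 1:1:1 orthologs was not used here. The *D. melanogaster* identifiers were compared with the Ensembl annotation of BDGP6, release 115, which holds 17512 of the 17649, and 12295 of these start at the same base once the tables' starts are counted from 1. Coordinates of *D. melanogaster* genes are from that annotation, and those of the other species are from the authors' tables. Where genes overlap, the tables give the span of the group of overlapping genes.

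The genes named in the text are those the paper names, and in each species the 5 largest rises and the 5 largest falls among genes with a q-value under 0.05 and an FPKM of at least 1 on both foods. Other names are said to have been chosen after their values were seen. The alternatives set before the data were examined were other q-value limits, an FPKM minimum, a log2 change minimum, a recomputed Benjamini-Hochberg or a Bonferroni adjustment, a pseudocount of 1, centring on the median gene, unmatched random lists and, for the comparison of species, other limits and backgrounds. Gene set enrichment was not repeated, since most genes of *D. simulans* and *D. sechellia* have numbered symbols in the tables. Mortality and protein sequence data were not analysed here.

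The list percentile and the q-value computation were tested on simulated data. With simulated changes for 10490 genes, 20 of 20 lists of 20 genes shifted by a known amount fell outside the central 95% of the random lists, against 1 of 20 lists without a shift. With 200 changed genes among the 10490, 200 were found at a q-value under 0.05, and 1.96% of the genes found were false. The simulated changes were independent between genes, and the shifts were set larger than their spread. These checks therefore test the computation only, and give no false rate for lists of genes that change together. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.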

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

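The tests in this part were chosen after the results were seen, and so were the single genes named, apart from *MtnD* in *D. sechellia*, *AttA* and *AttC* in *D. simulans* and *AttB* and *AttC* in *D. melanogaster*. Each result here is a change between L-DOPA and control food in genes that the paper does not name.

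In *D. sechellia*, 100 of the 128 tested rRNA genes had a q-value under 0.05, all of them lower on L-DOPA, and all 128 were lower. The 96 copies of the 5.8S rRNA gene had a median FPKM of 1220 on control food and 97.4 on L-DOPA, a median log2 change of -3.61. The 15 copies of the 5S rRNA gene with a q-value under 0.05 were listed at 0 on L-DOPA. In *D. melanogaster*, 1 of 43 tested rRNA genes had a q-value under 0.05, and it was higher. If more RNA without a poly(A) tail had been carried over into the control libraries than into the L-DOPA libraries, snRNA and snoRNA genes should be lower as well, and 85.3% of the 143 tested ones were lower on L-DOPA, against 41.1% of the other genes. Carry-over is therefore a candidate explanation. A fall of short genes as a class by as much as the 5.8S copies is argued against. The median log2 change was -0.03 over 124 other genes of at most 200 bases with an FPKM above 0 on both foods. A smaller fall of short genes is not excluded, since 52.4% of these were lower, against the 41.1% above. Because the copies are nearly alike, reads could be split between them and 1 change could be counted many times. The SD of the log2 change over the 5.8S copies was 0.52, against 0.63 for other genes in their range of FPKM, which does not decide it, so that the number of separate changes stays open. A change of rRNA levels in the flies on L-DOPA also stays open and was not tested.

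In *D. simulans*, 6 antibacterial genes of the immune list had a q-value under 0.05 and were higher on L-DOPA. The largest rise was that of *AttA*, with a log2 change of 3.89. A shift of all genes from the normalization is argued against, since the median of the immune list was at percentile 100.0 of the random lists, a rank that 1 factor for all genes leaves unchanged. Infection of flies or another accident in 1 L-DOPA library cannot be told apart from an effect of the food, because 0 values per library are in the tables used here. *AttA*, *AttB* and *AttC* were lower on L-DOPA in *D. melanogaster*, but the difference between the species was not tested. A response of the flies to L-DOPA stays open.

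In *D. sechellia*, the metallothionein genes *MtnA* (log2 change 2.67) and *MtnD* (3.12) were higher on L-DOPA. The authors' deposited table gives *MtnA* an FPKM of 7701 on control food and 49009 on L-DOPA, with a q-value of 0.00181. The related *MtnB* (log2 change -0.97) and *MtnC* (-0.36) had q-values of 0.0842 and 0.551 in the authors' deposited table, so the family did not move together. In *D. melanogaster* and *D. simulans*, *MtnA* and *MtnD* had q-values of 0.525 or more in the authors' deposited table, but *MtnC* in *D. simulans* rose from 519 to 843 FPKM in the authors' deposited table (q-value 0.00291), a log2 change of 0.70. The difference between the species was not tested. No technical explanation was tested for these genes. Metal content of the food is not given by the design, and an effect of L-DOPA itself was not tested.

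In *D. sechellia*, *DesatF*, a fatty acid desaturase gene, had an FPKM of 648 on control food and 214 on L-DOPA in the authors' deposited table, a log2 change of -1.60 (q-value 0.00181). It was lower than all but 2.87% of genes of similar FPKM. In *D. simulans* the authors' deposited table gives 0.0108 on control food and 0.0311 on L-DOPA without a test. No technical or biological explanation was tested for this gene.

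In *D. sechellia*, *Sry-alpha* had an FPKM of 21.6 on control food and 1.20 on L-DOPA in the authors' deposited table, a log2 change of -4.16 (q-value 0.00181). The gene acts in the blastoderm embryo, so a candidate explanation is that females on L-DOPA held fewer embryos. Other blastoderm genes lie near the floor. The authors' deposited table gives *nullo* an FPKM of 0.986 on control food and lists it at 0 on L-DOPA, without a test. Holding fewer embryos and a change in the females themselves cannot be told apart with genes this low. In *D. melanogaster* and *D. simulans* the log2 changes of *Sry-alpha* were -0.52 and -0.84, with q-values of 1.00 and 0.590 in the authors' deposited table.

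No group was tested for an outlying library. The gene tables used here hold no values per library. The shares of mapped reads in the paper's Table 1 come in groups of 3 libraries, few for a test within a group. A test pooled over the groups was not run.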

How the results depend on the processing

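The alternatives in this part were set before the data were examined, except those that leave out classes of genes, which were chosen after the data were seen. The results covered are 17 counts, shares and list medians and 46 changes of single genes.

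A q-value under 0.01 gave 208 genes in *D. simulans* and 498 in *D. sechellia*, against 333 and 945 at 0.05, and left no gene in all 3 species, where 1 had been counted and where 5 shared genes had an unadjusted p-value under 0.05. With an absolute log2 change of at least 1, 54 genes were counted in *D. melanogaster*, 85 in *D. simulans* and 634 in *D. sechellia*, so that the count of *D. sechellia* fell least as a proportion and most in number of genes. Bonferroni adjustment gave 0 genes in each species, because the lowest p-value of 5e-05 times the number of tested genes is above the limit, while 633, 1322 and 2458 genes had an unadjusted p-value under 0.05. *D. sechellia* had the largest count under every alternative but Bonferroni adjustment.

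The share of differentially expressed genes that were higher on L-DOPA was 43.5% in *D. simulans*, but 51.4% at a q-value under 0.01 and 75.3% with an absolute log2 change of at least 1. In *D. sechellia* it was 54.1%, but 45.98% at a q-value under 0.01, 45.9% with an absolute log2 change of at least 1, 60.9% without rRNA and other small RNA genes, and 55.03% with both of these together. In *D. melanogaster* it ranged from 69.6% to 72.2%. The causes were not tested, apart from the leaving out of small RNA genes, which by construction removes 106 lower genes and 1 higher gene. With a q-value under 0.1 accepted for presence, 2 genes were counted in all 3 species in place of 1.

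Of the list medians, that of the cell cycle and DNA replication genes in *D. melanogaster* went from -0.00 to 0.00 (0.0024) with an FPKM of at least 5 on either food, both within the random lists, and the cause was not tested. The other list medians kept their direction and their side of the central 95% of the random lists under the alternatives set for them, and no median was recomputed with an FPKM of at least 5 for the *PGRP* genes of *D. simulans*, where fewer than 5 members were left. Among single genes, 7 recomputed changes moved by more than the SD of genes of similar FPKM, all toward 0 with a pseudocount of 1, and 85 did not. The genes that moved were *AttB*, *AttC*, *CG13427*, *CG45061* and *GstD5* in *D. melanogaster* and *AttA* and *sala* in *D. simulans*. With centring on the median gene, *eloF* in *D. melanogaster* and *PGRP-SD* in *D. simulans* crossed 0, by less than that SD.

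No paired analysis was possible because the tables used here hold 1 value per food, combined over the libraries. For the same reason the fits without each replicate in turn and other splits of the libraries were not run. The lack of values per library limits every result here, since the spread between flies enters only through the authors' test.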

Differences from the paper's values

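The paper gives 123 differentially expressed genes in *D. melanogaster*, and 192 were counted here at a q-value under 0.05. Of the alternatives set before the data were examined, a q-value under 0.01 (146 genes) and an FPKM of at least 1 on both foods (184 genes) came within 1.5 times the paper's count. A q-value under 0.1 (228 genes), an absolute log2 change of at least 1 (54 genes), a recomputed Benjamini-Hochberg adjustment over genes with an FPKM of at least 1 (192 genes) and Bonferroni adjustment (0 genes, against 633 at an unadjusted p-value under 0.05) did not. The paper's counts of 244 in *D. simulans* and 643 in *D. sechellia* compare with 333 and 945 here, within 1.5 times. In *D. sechellia*, an absolute log2 change of at least 1 gave 634 genes. The paper's counts equal the sums over the regions of its Figure 4, and its methods state that 1:1:1 orthologs were used to compare species. The counts here cover all tested genes of each table. Whether the paper's counts cover the orthologs alone was not tested, and if they do, the paper's counts and these are not over the same set of genes.

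The paper gives 557 genes that responded in *D. sechellia* alone, and 8 were counted here, over the 201 symbols shared by the tables and not over all orthologs. Only 13 of these symbols had a q-value under 0.05 in *D. sechellia*, so the 2 counts are not on one scale, and the alternatives set before the data were examined, which use the same symbols, could not close the gap. They gave 6 genes at a q-value under 0.01, 6 with a q-value of at least 0.2 in the other species, 8 among symbols with a test in all 3 tables and 8 among those with an FPKM of at least 1 throughout. As a share of the *D. sechellia* genes compared, the paper's counts give 86.6% and the shared symbols 61.5%.

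The paper gives 23 genes that responded in all 3 species, and 1 was counted here over the shared symbols. For the same reason the alternatives set before the data were examined could not close the gap. They gave 0 genes at a q-value under 0.01 (5 at an unadjusted p-value under 0.05), 2 with a q-value under 0.1 accepted, 1 among symbols with a test in all 3 tables and 1 among those with an FPKM of at least 1 throughout.

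The axes of Figure 3D-F are labelled as control over L-DOPA. The rightmost gene above the line in Figure 3D lies at about 3.5, read by eye. The largest log2 change in *D. melanogaster* was 3.48 as L-DOPA over control and -3.48 as control over L-DOPA, so the plotted values match the tables in the direction opposite to the label.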

Other observations

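The tests in this part were chosen after the results were seen, apart from the medians of the gene lists. The single genes were also named after their values were seen, apart from *Est-6*, *Gasp*, *ple*, *Ddc* and *Catsup*, which the paper names, and *AttB* and *AttC* in *D. melanogaster* and *AttA* and *AttC* in *D. simulans*.

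In *D. sechellia*, changes on L-DOPA were spread more widely over all genes than in the other species, and more genes had a q-value under 0.05. Leaving out rRNA and other small RNA genes left 838 genes, still above the 333 of *D. simulans*, which argues against these genes as the whole excess. Deeper sequencing is argued against as well, since the 6 *D. sechellia* libraries hold 102431482 mapped reads, fewer than those of the other species. One aberrant library on either food cannot be told apart from a response of all 3 libraries, because 0 values per library are in the tables used here. A stronger response of *D. sechellia* to L-DOPA stays open.

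By the paper's Table 1, the share of reads that mapped in *D. sechellia* was 95.6% ± 1.53 (SD, n = 3) on control food and 91.7% ± 2.09 (SD, n = 3) on L-DOPA, a difference of -3.88 percentage points. The lowest control library was at 93.89% and the highest L-DOPA library at 93.69%. The real split was the only 1 of the 10 splits of the 6 libraries with as large a difference (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow, and 0.3 after Benjamini-Hochberg adjustment over the 3 species), so chance and an effect of the food cannot be told apart. In *D. melanogaster* and *D. simulans* the differences were 0.387 and -0.300 percentage points (exact permutation p = 0.4 and 0.6, each 0.6 after adjustment). No biological explanation was tested.

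The rise of *Est-6* in *D. sechellia* was weighed against male tissue or seminal products in the L-DOPA samples, since *Est-6* is also made in the male ejaculatory duct. The *D. sechellia* table names 8 genes of the male reproductive list. In the authors' deposited table their FPKM summed to 0.0471 on control food and 1.35 on L-DOPA, and 7 of them were listed at 0 on L-DOPA, while *Est-6* rose from 54.5 to 121 in the authors' deposited table. Abundant accessory gland transcripts should come with male tissue, and the sums were low. Each sum came from 1 gene, however, and the sum was higher on L-DOPA. The low sums count against male tissue only if these 8 genes are abundant in *D. sechellia* males, which was not examined. In *D. melanogaster* and *D. simulans*, 3 and 1 genes of the male list had an FPKM of at least 1, too few for a list median. A shift of all genes from the normalization is argued against, since *Est-6* was above 97.8% of genes of similar FPKM, a rank that 1 factor for all genes leaves unchanged, and reads shared with *Est-P* by its FPKM of 0.596 on L-DOPA. A response of the females to L-DOPA stays open as a hypothesis, as do male tissue or seminal products. A difference in mating and one aberrant library also stay open and were not tested.

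Genes that changed the same way often lay next to each other. In *D. sechellia*, 114 pairs of neighbouring tested genes or groups of overlapping genes had a q-value under 0.05 in the same direction, while shuffling the calls over the tested genes gave 31.4 pairs on average and at most 55 in 10000 shuffles. In *D. melanogaster* there were 34 pairs against at most 10, and in *D. simulans* 36 against at most 17. Chance placement is argued against. Whether reads shared between neighbouring copies of a gene or joint regulation lies behind it was not tested.

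In *D. melanogaster*, the cuticle and chitin list had 61 members with an FPKM of at least 1 and a median log2 change of 0.31, above each of 10000 random lists, and 7 of them had a q-value under 0.05, all higher on L-DOPA. Without *Cpr* the median was 0.31 too. *Gasp* had an FPKM of 34.3 on control food and 44.3 on L-DOPA in the authors' deposited table (q-value 0.170), a log2 change of 0.37. The *D. simulans* and *D. sechellia* tables name no gene of this list. The gut peptidase list in *D. melanogaster* had a median log2 change of 0.01 over 33 genes (percentile 30.7), with 1 gene higher and 2 lower at a q-value under 0.05. The cell cycle and DNA replication list had a median of -0.00 over 46 genes (percentile 33.3), and none had a q-value under 0.05. The dopamine pathway list had a median of 0.04 over 12 genes (percentile 79.1), and none had a q-value under 0.05. The log2 changes of *ple*, *Ddc* and *Catsup* in *D. melanogaster* were 0.13, 0.14 and 0.11, and those of *Ddc* and *Catsup* in *D. simulans* were -0.12 and -0.11, all with q-values of 0.948 or more in the authors' deposited table.

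Log2 changes were compared across genes with a shared symbol, a test and an FPKM of at least 1 on both foods in both species. Across genes, which are not independent replicates, Spearman's rho was 0.149 between *D. melanogaster* and *D. simulans* (259 genes, Pearson's r -0.109), 0.206 between *D. melanogaster* and *D. sechellia* (103 genes, r 0.278) and -0.0446 between *D. simulans* and *D. sechellia* (95 genes, r -0.109). In these pairs, 8, 5 and 3 genes had a q-value under 0.05 in both species, against 1.14, 1.31 and 0.821 if the calls were independent, and 5, 2 and 1 of them changed in the same direction. Those in opposite directions were *AttA*, *AttB* and *AttC* (lower in *D. melanogaster*, higher in *D. simulans*), *Mal-A4*, *Obp99a* and *Obp99b* (higher in *D. melanogaster*, lower in *D. sechellia*), *CecA1* (higher in *D. simulans*, lower in *D. sechellia*) and *cid* (lower in *D. simulans*, higher in *D. sechellia*). The differences between the species were not tested.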
